A study of Mus musculus with 4 samples. Its data were reported in "Tongue immune compartment analysis reveals spatial macrophage heterogeneity" (2022).

How the data were processed

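The data are 4 droplet single-cell libraries of CD45+ cells sorted from mouse tongue, made with the 10x Genomics 3' kit v3.1, 1 each for adult, newborn (postnatal day 3), LPS and IRF8_ko. Each library pooled cells of several mice before capture, so mice could not be told from one another and each group had 1 library. Per the labels, the adult and LPS libraries joined cells from collagenase and hyaluronidase with cells from a dispase preparation for Langerhans cells. The newborn and IRF8_ko libraries held cells from collagenase and hyaluronidase alone. LPS mice were adults given lipopolysaccharide intraperitoneally. IRF8_ko mice carried the allele Irf8tm1.2Hm, which lacks an exon.

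Per the file headers and the values, the deposited matrices held counts, raw UMIs per gene and barcode from Cell Ranger, with no scaling (version 3.1.0 for adult and newborn and version 4 for LPS and IRF8_ko). The authors aligned reads to mm10, and positions given for genes are those of GRCm38.p6. The adult, LPS and IRF8_ko files held 6794880, 1507253 and 1610652 barcodes, most of them empty. The newborn file held 14809 barcodes, none below 500 UMIs. The adult and newborn files listed 31053 gene IDs, the LPS and IRF8_ko files 32285, and 30406 were shared and used. Shared genes held at least 99.5% of the UMIs of every library.

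Barcodes were kept as cells with at least 500 detected genes, at most 5000 (adult), 5500 (LPS and IRF8_ko) or 6000 (newborn) detected genes, and at most 10% mitochondrial UMIs. The cells kept held 51192701 UMIs in adult, 130967583 in newborn, 68150788 in LPS and 74832593 in IRF8_ko, with medians of 2091, 2795, 2417.5 and 2472 detected genes. Doublets were not removed beyond the upper limit on genes. Scrublet, run per library through scanpy 1.11.5, called 130 adult, 489 newborn and 173 IRF8_ko cells. Its automatic threshold did not work in LPS, where it called 6 cells. The alternative without doublets therefore removed the highest scores up to an expected share of 0.8% per 1000 cells, which left out 367 adult, 1535 newborn, 533 LPS and 655 IRF8_ko cells. That rule was chosen after the failure was seen. Free RNA was estimated from barcodes of 10 to 100 UMIs (72112 in adult, 75107 in LPS, 62633 in IRF8_ko). The largest share it could hold in a class was found from the marker list of another class, such as mast or erythroid cells, by taking all UMIs of that list as free RNA.

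Clustering used Seurat 5.3.0 in R 4.3.3: log normalization, 4000 variable genes, anchor integration across libraries, 30 principal components and shared nearest neighbour clusters. Adult, newborn and LPS were integrated together at a resolution of 0.42, and adult with IRF8_ko at 0.25. The study used the same tool, gene numbers and filters, but its first integration also held another adult experiment that was not used here. The gene lists whose values are reported and the genes the study names were left out of the genes used for clustering, which left 3875 and 3872 genes. Clusters took the name of the fixed marker list with the highest mean standardised expression. A cluster stayed unnamed when its score was below 0.5, when fewer than 3 markers reached 20 CPM, or when its 10 leading genes held more markers of another class. It also stayed unnamed when its cells were shallow and led by genes of no class, or when none of its 10 leading genes was a marker and its score was below 0.9 or its median marker ratio below 1.5. Macrophage clusters with at least 3 cycling markers among the 10 leading genes were named cycling, outside both subsets. They kept that name at a median marker ratio above 1. In the first clustering 2 clusters and in the second 3 clusters stayed unnamed. Clusters of cDC2, Fn1+ phagocytes and migratory dendritic cells were joined as DC/Fn1+, T, NK and innate lymphoid cells as T/NK/ILC, and endothelial cells and fibroblasts as stromal. Mononuclear phagocytes are all macrophage, DC/Fn1+, cDC1, Langerhans and monocyte classes together.

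Shares of cells have Clopper-Pearson 95% intervals. Ratios of shares carry a range from the group's lower limit over the adult upper limit to the group's upper over the adult lower. Such a range is wider than a 95% interval, so one that includes no change does not show that a change lies within counting error. Ratios of CPM have exact conditional 95% intervals for the ratio of Poisson rates. Counts were summed over the cells of a class, scaled by the class total to CPM and given exact Poisson 95% intervals. For 6 fixed gene lists the median log2 ratio over adult was compared with 10000 random lists of the same size, drawn within 200 genes of like expression, and its interval came from 1000 Poisson redraws of the counts. Cycling cells were those with UMIs of at least 3 genes of the cycling list after each cell was thinned to 1000 UMIs, with cells below that depth left out and neutrophil-like cells as the background class. For list medians and rankings, counts below 3 were raised to 3, while the ratios of named genes use the counts themselves.

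The 2 macrophage-like subsets were compared on 8 sums, 2 per library, with edgeR 4.0.16: its default filter on low counts, TMM scaling and a quasi-likelihood test with library as a term. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5. The sums of IRF8_ko came from the second clustering and the others from the first. On simulated data with 10781 genes, 200 of them changed, this test recovered 97% of genes changed 4-fold and 28% of those changed 2-fold, and 5.3% of its calls were false.

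Genes are named by rule. For LPS these are the genes the study names. For each subset and comparison they are the 3 highest and 3 lowest ratios among genes of at least 100 CPM in either library, without the fixed markers and without mitochondrial and ribosomal protein genes. For the subset comparison they are the 5 largest and 5 smallest log2 ratios among called genes that were neither used for clustering nor fixed markers. The comparisons, gene lists, markers and this rule were fixed before the data were examined. The limits for leaving a cluster unnamed were set after the clusters were seen.

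The alternative filters were at least 300 or 1000 detected genes, no upper limit, 5 or 20% mitochondrial UMIs, and no doublets. At least 300 genes, no upper limit and 20% were applied only to the numbers of cells kept. The other filters took cells out of the main clusters without a new clustering. Alternative clusterings were a resolution of 0.8, all variable genes, each library clustered alone, and all 4 libraries in 1 integration. Langerhans-like or also neutrophil-like cells were left out of the denominator. For expression the alternatives were median of ratios scaling, totals without mitochondrial and ribosomal protein genes, and subtraction of free RNA. IRF8_ko in place of adult for LPS and no thinning were also used. For the subset comparison the alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, no library term, and each library left out in turn. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9. Changes between groups were not tested and changed genes between groups were not counted, because no group had a replicate.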

Results

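CD45+ cells sorted from mouse tongue were profiled by droplet single-cell RNA sequencing in 4 libraries, 1 each from adult, newborn (postnatal day 3), LPS-treated adult (LPS) and Irf8-deficient (IRF8_ko) mice. After filters on detected genes and mitochondrial UMIs, 6774 adult, 13854 newborn, 8166 LPS and 9048 IRF8_ko cells were kept. The median depth was 5801.5, 8431, 7188.5 and 7115.5 UMIs per cell in the same order. With 1 library per group, no test between groups was possible. Intervals in brackets are 95% intervals that cover counting error only, exact Poisson for summed UMIs and Clopper-Pearson for shares of cells. Those of ratios of shares join opposite Clopper-Pearson limits and are wider than 95% intervals. Where they include no change, a change beyond counting error is not ruled out. The 3 comparisons below share the same adult library, so a feature of that library alone appears in all of them. The study names a sort of DAPI-negative cells for LPS, newborn and IRF8_ko but not for adult. Whether this difference changed shares or expression was not tested.

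Adult, newborn and LPS cells were clustered together into 20 clusters, and adult and IRF8_ko cells separately into 18 clusters. Classes are named after the marker list that led each cluster and carry the suffix "-like". The share of cells in clusters without a name was 4.09% in adult, 3.65% in newborn and 9.78% in LPS. In the second clustering it was 4.38% in adult and 2.11% in IRF8_ko. RNA from free transcripts was estimated at no more than 0.612% of the UMIs of the macrophage-like subsets or of all macrophage-like cells together in adult. The estimates were 2.46% in LPS and 1.13% in IRF8_ko. Those of adult rest on the mast cell list, whose markers stood at 4149 CPM among its empty barcodes and 731.0 CPM in its cells. If shallow mast cells lay among these barcodes, which was not tested, the adult limit is too low. The newborn file held no barcodes below 500 UMIs, so free RNA was not measured there.

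In the adult tongue, mononuclear phagocyte-like cells made up 50% of cells (48.8 to 51.2%), and 45.6% once Langerhans-like cells were left out. The value moved most, to 40.3%, at a clustering resolution of 0.8. T/NK/ILC-like cells were 30.6% of cells, all macrophage-like cells 27.0% and the class of dendritic-like and Fn1+ phagocyte-like cells (DC/Fn1+) 10.5%. Over the alternatives these last shares ran from 20 to 29.4% and from 9.17 to 19.9%. Langerhans-like cells were 8.12%, in a library that pooled a dispase preparation made for these cells with the collagenase and hyaluronidase preparation. Neutrophil-like cells were 8.05%, B cell-like cells 4.69%, monocyte-like cells 3.45% and mast cell-like cells 1.48%. Plasmacytoid dendritic-like (pDC-like) cells were 0.930% and cDC1-like cells 0.901%. Among macrophage-like cells, 14.4% of all cells (13.6 to 15.3%) were tFOLR2-MF-like, 2.51% (2.15 to 2.91%) tCX3CR1-MF-like and 9.76% in a cluster of neither subset.

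**Figure D1:**
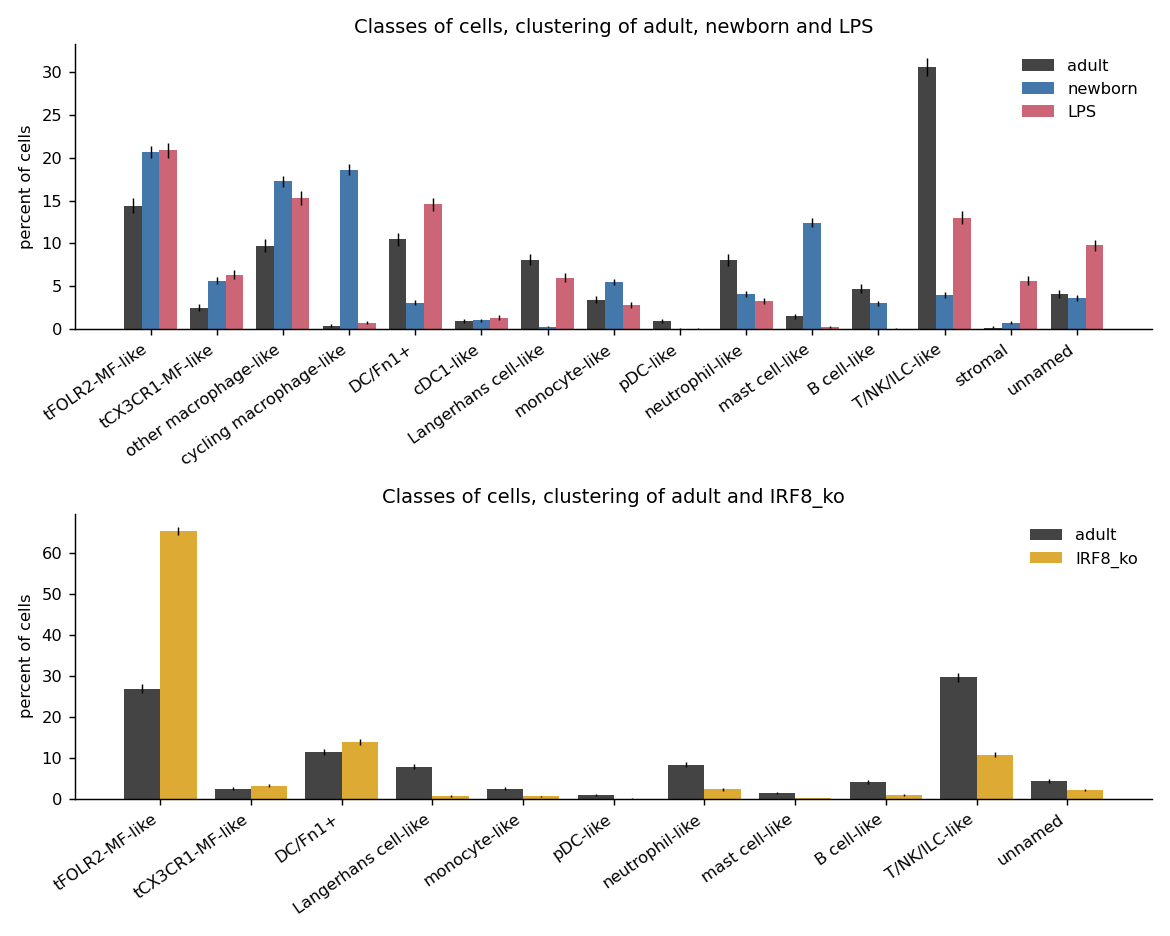
Share of each class among the cells of each library, with the clustering of adult, newborn and LPS cells and that of adult and IRF8_ko cells in separate panels. Bars show percent of cells, with Clopper-Pearson 95% intervals.

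The tFOLR2-MF-like and tCX3CR1-MF-like cells of the same libraries were compared on summed counts, with library as a term in the model. Of 10781 genes tested, 1251 differed by more than 1.5-fold at an adjusted p below 0.05, 538 of them higher in tFOLR2-MF-like and 713 higher in tCX3CR1-MF-like cells. The count rested on single libraries: it was 178 without adult and 390 without IRF8_ko. Because the subsets were drawn from the same counts, p values of genes used for clustering are not independent of the grouping. Among the 8639 tested genes not used for clustering, 608 were called, 299 higher in tFOLR2-MF-like and 309 higher in tCX3CR1-MF-like cells. These genes can still follow the clustering genes, so their p values are also too small to an unknown degree.

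The 5 genes with the largest positive log2 ratios of tFOLR2-MF-like over tCX3CR1-MF-like cells were Lbx1 (5.08, standard error 0.44, adjusted p 2.8e-03), Lyve1 (4.67, 0.27, 1.0e-03), Folr2 (4.51, 0.50, 5.8e-03), C530008M17Rik (4.20, 0.62, 1.3e-02) and Thrb (3.98, 0.56, 1.1e-02). Folr2 (ENSMUSG00000032725, chromosome 7, 101839988 to 101857190) and Lyve1 (ENSMUSG00000030787, chromosome 7, 110850607 to 110862953) were left out of the genes used for clustering, as were the gene lists below. The 5 largest negative log2 ratios were those of Il1a (−5.99, 1.39, 4.4e-02), Fgf13 (−5.47, 0.42, 2.1e-03), Il1b (−5.13, 0.51, 4.2e-03), Fcrl1 (−5.09, 0.87, 1.9e-02) and 4933424M12Rik (−5.05, 0.61, 7.0e-03). All 10 pointed in the same direction in 4 of 4 libraries, but they were picked for large ratios in these libraries, so this is no separate support. Some rested on few UMIs in the lower subset. Lbx1 reached at most 0.547 CPM in tCX3CR1-MF-like cells, and Fgf13 at most 0.185 CPM in tFOLR2-MF-like cells. Folr2, C530008M17Rik, Thrb, 4933424M12Rik, Fcrl1 and Il1a were no longer called without adult, and Fcrl1 and Il1a were not called without IRF8_ko. Il1a was also not called without newborn.

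Of the fixed gene lists, the cycling list had 14 of 22 tested genes called over all genes tested and 19 called when adjusted over the list alone, with all 14 higher in tCX3CR1-MF-like cells. The counts were 3 and 7 of 7 for MHC-II, 9 and 13 of 28 for interferon, 9 and 13 of 29 for NF-kB, 3 and 6 of 20 for stress of dissociation and 4 and 6 of 9 for vascular genes. The median log2 ratios of tFOLR2-MF-like over tCX3CR1-MF-like cells were −1.59 for cycling, −2.61 for MHC-II, −0.57 for interferon, −0.82 for NF-kB, −0.19 for stress of dissociation and 0.84 for vascular genes. The cycling cluster of the first clustering scored highest on the tFOLR2-MF markers (1.05) but was kept outside both subsets. This naming may account for part of the lower cycling list in tFOLR2-MF-like cells.

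**Figure D2:**
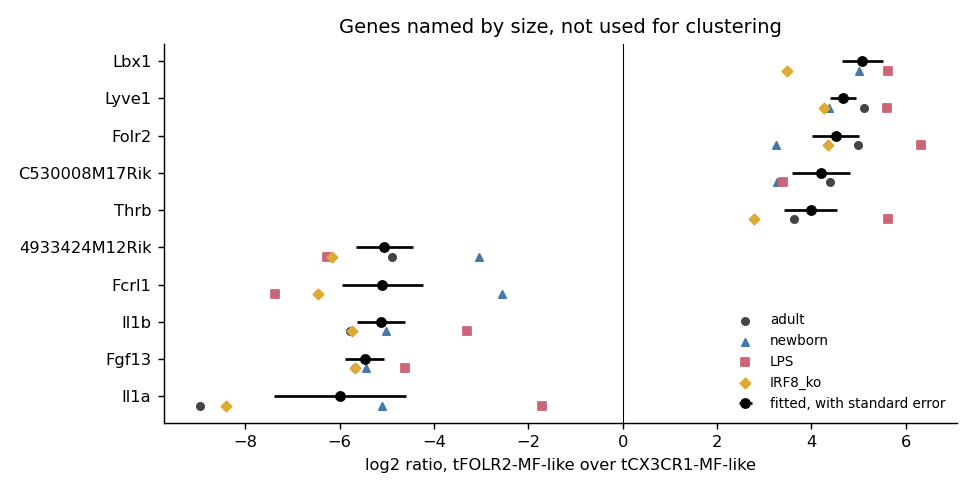
Log2 ratio of tFOLR2-MF-like over tCX3CR1-MF-like cells for the 10 named genes, as fitted with its standard error and as a point per library. A point is absent where a class had 0 UMIs of the gene in that library.

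After LPS, all macrophage-like cells rose from 27.0% to 43.3% of cells, 1.60-fold (1.5 to 1.71). tCX3CR1-MF-like cells rose from 2.51% to 6.36%, 2.53-fold (2.01 to 3.21), and tFOLR2-MF-like cells from 14.4% to 20.9%, 1.45-fold (1.31 to 1.60). The rise of the tFOLR2-MF-like share depended on the clustering and turned into a ratio of 0.968 (0.884 to 1.06), which includes no change, when each library was clustered alone. In that clustering 20.6% of the LPS tFOLR2-MF-like cells and 0% of the adult ones were unnamed. The share of tCX3CR1-MF-like cells among both subsets was 23.3% (21.6 to 25.2%) in LPS and 14.8% (12.8 to 17.0%) in adult. DC/Fn1+-like cells rose 1.39-fold. T/NK/ILC-like cells fell to 0.425 of the adult share, and most of them came from clusters 7 and 12 in adult but from cluster 6 in LPS. Neutrophil-like cells stood at 0.405 of the adult share, Langerhans-like cells at 0.741 and monocyte-like cells at 0.801 (0.619 to 1.04). B cell-like cells numbered 4 in LPS and 318 in adult, a ratio of 0.0104, and pDC-like cells 5 and 63, a ratio of 0.0658. Over the alternatives these ratios ran from 0.00586 to 0.214 and from 0.0579 to 0.495. Stromal-like cells numbered 462 in LPS and 12 in adult, all in cluster 14, which came mostly from the LPS library and may describe that library alone. Both adult and LPS libraries pooled dispase and collagenase preparations of CD45+ cells, but the study names a sort of DAPI-negative cells for LPS only.

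The interferon list (28 of 30 genes measured) had a median log2 ratio of LPS over adult of 2.51 (2.33 to 2.59) in tFOLR2-MF-like and 2.50 (2.40 to 2.66) in tCX3CR1-MF-like cells. All 28 genes were higher in both subsets. The NF-kB list had medians of 2.34 (2.19 to 2.47) and 1.07 (0.90 to 1.22). Both lists lay above every one of 10000 random lists of like expression in each subset. They hold genes that the study names as raised by LPS in these data, such as Ifit2, Usp18 and Cxcl10 (interferon) and Ccl5, Il1rn and Slfn4 (NF-kB). These ranks are therefore not fully independent of the study's findings. The NF-kB list in tFOLR2-MF-like cells moved most, to 3.40, with IRF8_ko in place of adult. The interferon list in tCX3CR1-MF-like cells moved most, to 2.77, with all variable genes used for clustering. The cycling list stood at −0.34 and −0.45 in the subsets, inside the range of random lists, and at 0.11 (−0.15 to 0.18) in all macrophage-like cells, at percentile 97.3. The median of all genes in tFOLR2-MF-like cells was 0.03, and 0.17 under median of ratios scaling. In tCX3CR1-MF-like cells it was 0.11. The stress of dissociation list stood at −1.42 in tFOLR2-MF-like and −0.76 in tCX3CR1-MF-like cells. The vascular list stood at −1.85 in tFOLR2-MF-like cells and at 0.02 (−0.19 to 0.15) in tCX3CR1-MF-like cells. The MHC-II list stood at −0.79 in tFOLR2-MF-like cells, at percentile 5.36 of random lists, and at −1.10 in tCX3CR1-MF-like cells, below all random lists. With IRF8_ko in place of adult, whose subsets came from the other clustering, the stress of dissociation list turned to 0.55 and 0.18 in the subsets, the cycling list in tFOLR2-MF-like cells to 0.057 and the MHC-II list in tCX3CR1-MF-like cells to 1.45. In the 6 other classes compared, the interferon list rose by 1.73 to 3.85.

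**Figure D3:**
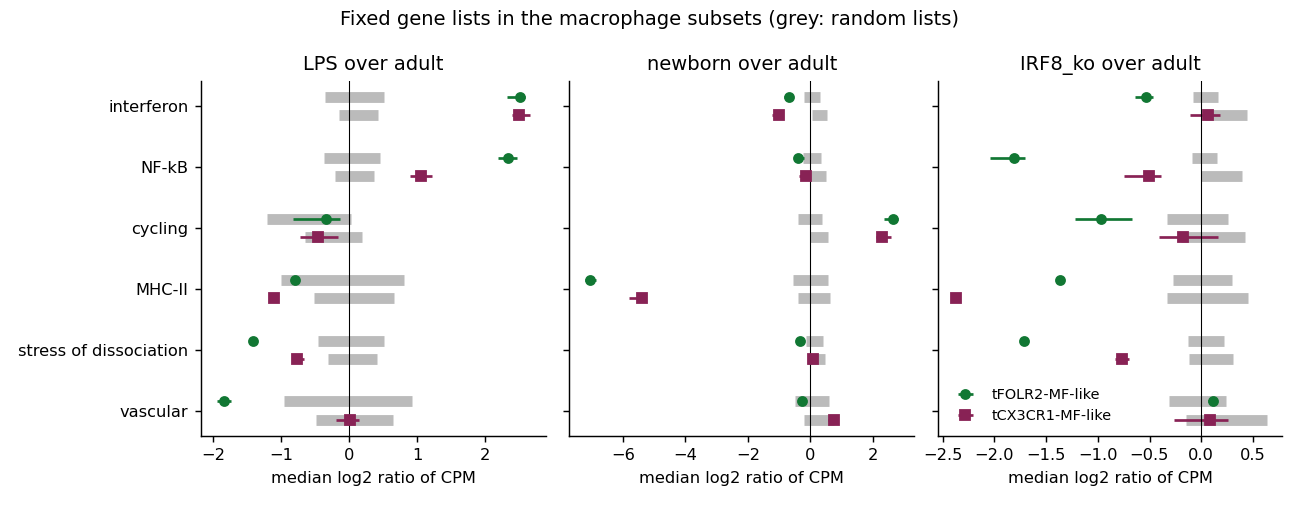
Median log2 ratio over adult of each gene list in the macrophage-like subsets of LPS, newborn and IRF8_ko, with 95% intervals from redrawn counts. The grey bars give the 95% range of random lists of like expression.

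Single genes are named by a fixed rule: those the study names for LPS, and the 3 highest and 3 lowest ratios in each subset. In tFOLR2-MF-like cells of LPS, Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) rose from 7.82 to 2663 CPM (340.3-fold) and Il1rn from 4.85 to 790.4 CPM (162.9-fold). Slfn4 rose 71.3-fold, Oasl1 15.2-fold, Cxcl10 12.8-fold and Gbp2 10.4-fold. The log2 ratios of Relb, Usp18, Ifit2, Il1b and Ifi204 were 1.68, 2.05, 2.01, 1.13 and 1.09. Folr2 fell from 1799 to 411.0 CPM and Lyve1 from 1325 to 706.1 CPM. The log2 ratios of Fcrls, Lyz2, Lgals3, Cd9, Retnla, Lyz1 and Ccr2 were −2.96, −2.28, −2.18, −1.89, −1.69, −1.45 and −1.05, and those of Ctsb, S100a10 and Klf4 were −0.87, −0.64 and −0.43. Klf4 turned to 0.77 with IRF8_ko in place of adult, and Il1b turned to −0.0076 when each library was clustered alone.

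In tCX3CR1-MF-like cells of LPS, the log2 ratios of Ccl5, Il1rn, Oasl1, Gbp2, Ifit2, Usp18, Cxcl10, Ifi204 and Relb were 5.71, 4.56, 3.97, 3.47, 3.14, 2.22, 2.11, 2.04 and 1.06. Slfn4 rose from 0.997 to 16.4 CPM, 16.5-fold (4.43 to 138.0) on 2 adult counts. Il1b (ENSMUSG00000027398, chromosome 2, 129364569 to 129371164) fell from 2535 to 999.4 CPM, but was higher than in IRF8_ko cells, with a log2 ratio of 0.71. The log2 ratios of Folr2, Fcrls, Cd9, Retnla, Ccr2, Lyve1, Lyz2 and S100a10 were −3.46, −2.02, −1.78, −1.78, −1.47, −1.40, −1.11 and −0.84. Lgals3 fell from 999.9 to 353.9 CPM. Klf4 (0.04) and Lyz1 (−0.11) had intervals that included no change, and Ctsb stood at 0.08. Over the alternatives Klf4 ran from −0.34 to 0.39 and Lyz1 from −2.76 to 1.09. With IRF8_ko in place of adult, Ccr2 turned to 1.04 and Ctsb to −0.39. Lyz1 and Lyz2 are close copies whose reads the counting could divide, so the value of each is uncertain.

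By rank, the highest ratios in tFOLR2-MF-like cells of LPS were Saa3, Cxcl13 and Fpr1. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46719615) rose from 1.57 to 16010 CPM, 10230-fold (5564 to 21340). It belongs to a family of close copies among which reads could be divided. Cxcl13 rose from 0.782 to 1233 CPM, with a log2 ratio of 10.62 that ran from 6.54 to 11.80 over the alternatives, and Fpr1 reached 215.6 CPM against 1 adult count, a 1378-fold rise (247.1 to 54450). The lowest were Chp2 (170.7-fold lower), Ypel3 (111.4-fold) and Coro1b (76.9-fold). In tCX3CR1-MF-like cells the highest were Saa3 (1604 CPM against 1 adult count, 3216-fold, 577.1 to 127000), Atp6v0c (138.4-fold) and Rnasek (126.1-fold, 43.0 to 612.4, on 3 adult counts). The lowest there were AC160336.1 (40.3-fold lower), Coro1b (22.8-fold) and Hpgd (8.85-fold). The LPS and IRF8_ko files used another gene list than the adult file, and Atp6v0c, Rnasek, Gm10134, Coro1b and AC160336.1 moved alike in T/NK/ILC-like cells, so these 5 may reflect the annotation. With IRF8_ko in place of adult, the log2 ratios of Atp6v0c, Rnasek and AC160336.1 turned to −0.36, −1.19 and 0.32. Coro1b remained lower, at −2.23 in tFOLR2-MF-like and −0.87 in tCX3CR1-MF-like cells, so the gene list does not account for all of its fall in these subsets.

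In newborn, mast cell-like cells made up 12.4% of cells (1722 cells) and 1.48% in adult (100 cells), 8.42-fold (6.63 to 10.8). The ratio moved most, to 17.1, when at least 1000 detected genes were required. Of the adult mast cell-like cells, 94 lay in cluster 5 and 6 in cluster 15. Those of newborn lay in clusters 5 and 15, with 1307 and 415 cells, and cluster 15 was led by the basophil genes Prss34 and Mcpt8 and came almost only from newborn. All macrophage-like cells rose 2.30-fold (2.18 to 2.42) to 62.2% of cells. Those of the cycling cluster rose from 0.369% to 18.6% of cells, 50.4-fold (33.0 to 80.7). tCX3CR1-MF-like cells rose 2.25-fold (1.81 to 2.81), monocyte-like cells 1.59-fold (1.31 to 1.95) and tFOLR2-MF-like cells 1.43-fold (1.31 to 1.57). The monocyte-like ratio ran from 1.40 to 3.15 over the alternatives. DC/Fn1+-like cells stood at 0.295 of the adult share, T/NK/ILC-like cells at 0.129, neutrophil-like cells at 0.508, B cell-like cells at 0.644 and pDC-like cells at 0.0466, a value that ran from 0.00897 to 0.658 over the alternatives. Langerhans-like cells stood at 0.0373 of the adult share, but the newborn CD45+ cells came from collagenase and hyaluronidase alone, without the dispase preparation. With these cells left out of both libraries, the mast cell-like ratio was 7.76 and that of all macrophage-like cells 2.12.

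The MHC-II list had a median log2 ratio of newborn over adult of −6.94 (−6.99 to −6.89) in all macrophage-like cells, −7.05 in tFOLR2-MF-like and −5.41 in tCX3CR1-MF-like cells, below all random lists. Its value in all macrophage-like cells moved most, to −7.42, when doublets were left out. The list fell in 7 other classes as well, with medians of −5.05 to −0.79. The interferon list stood at −0.67 in tFOLR2-MF-like and −0.99 in tCX3CR1-MF-like cells. The NF-kB list stood at −0.41 and −0.15 in the same subsets. In all macrophage-like cells the interferon list stood at −1.48 and the NF-kB list at −1.03, both below all random lists. The cycling cluster held 2579 of these 8611 cells in newborn and 25 of 1832 in adult. The mix of clusters can therefore enter the pooled values. The median of all genes was 0.33 in tCX3CR1-MF-like cells under scaling by the total and 0.06 under median of ratios scaling, and 0.19 in all macrophage-like cells. The stress of dissociation list in tCX3CR1-MF-like cells, 0.09, therefore lay below the median of all genes and turned to −0.18 under median of ratios scaling. It was −0.33 in tFOLR2-MF-like cells. The vascular list was −0.27 in tFOLR2-MF-like and 0.76 in tCX3CR1-MF-like cells.

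The cycling list rose by 3.75 in all macrophage-like cells of newborn, by 2.65 in tFOLR2-MF-like and by 2.28 in tCX3CR1-MF-like cells. With every cell thinned to 1000 UMIs, 28.2% of newborn macrophage-like cells (2426 of 8610; 27.2 to 29.1%) and 0.984% of adult ones (18 of 1830) held at least 3 cycling genes. Without thinning the shares were 69.4% and 7.31%, at median depths of 9491 and 6777 UMIs. Thinning left out 1 newborn and 2 adult cells. The background class, neutrophil-like cells, gave 3.54% in newborn and 5.87% in adult at median depths of 2972 and 4776 UMIs, so it gave no lower level than the adult macrophage-like cells. In tFOLR2-MF-like cells the share was 5.04% in newborn, and in adult 0 of 976 cells (at most 0.377%). In tCX3CR1-MF-like cells it was 9.23% in newborn and 1.18% in adult (2 of 169 cells, 0.14 to 4.21%). Within the cycling cluster of macrophage-like cells it was 81.3% in newborn (2097 of 2579 cells) and 70.8% in adult (17 of 24). This cluster held 2579 of 8611 newborn and 25 of 1832 adult macrophage-like cells, so the pooled shares depend on its size. It scored highest on the tFOLR2-MF markers (1.05) but counts in neither subset, so the shares within the subsets leave these cells out. Mast cell-like cells gave 22.0% in newborn and 4.12% in adult.

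**Figure D4:**
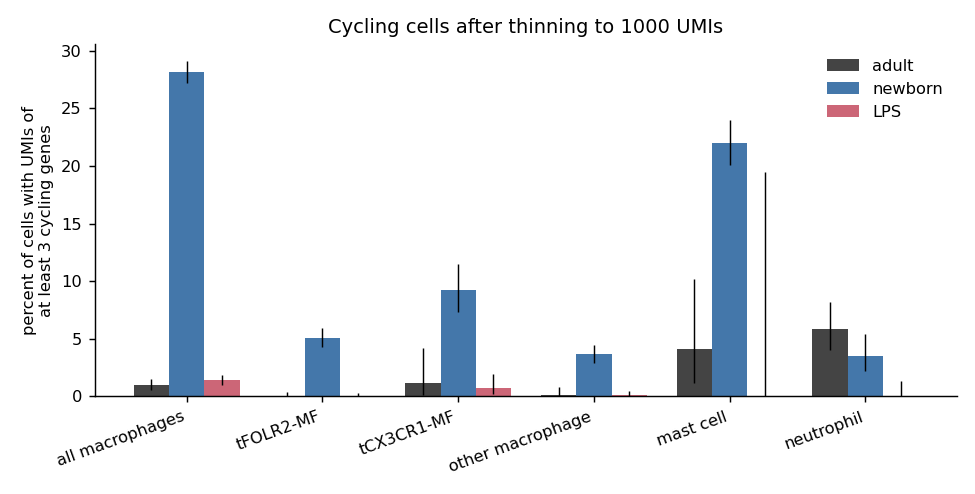
Share of cells with at least 3 cycling genes after every cell was thinned to 1000 UMIs. Bars show percent of cells with Clopper-Pearson 95% intervals.

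By rank, Ccl12 (10.2-fold), Hmgn2 (9.39-fold) and Clec4n (9.30-fold) had the highest newborn ratios in tFOLR2-MF-like cells. The lowest were Retnla (838.8-fold lower), Mamdc2 (199.0-fold) and H2-Aa (180.4-fold). Retnla (ENSMUSG00000061100, chromosome 16, 48842609 to 48844461) fell from 9235 to 11.0 CPM and H2-Aa (ENSMUSG00000036594, chromosome 17, 34282744 to 34287823) from 1834 to 10.2 CPM. In tCX3CR1-MF-like cells the highest were Ppbp (20.9-fold), Npl (17.5-fold) and Slc40a1 (15.2-fold). The lowest there were Retnla (1 newborn count, 5831-fold lower, 1045 to 230400), Sbpl (2 newborn counts, 700.1-fold, 192.5 to 5802) and Wfdc18 (160.5-fold). Sbpl was among the leading genes of the tCX3CR1-MF-like cluster and of a shallow cluster without a name, and Wfdc18 of the latter and of a DC/Fn1+-like cluster in the second clustering. Free RNA was estimated at no more than 0.192% of the UMIs of these adult cells, from the mast cell list with the limit given above. The source of either transcript was not tested. Ccl12, Retnla and H2-Aa belong to families of close copies among which reads could be divided.

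Irf8 (ENSMUSG00000041515, chromosome 8, 120736358 to 120756694) was still counted in the IRF8_ko library, at 88.3 CPM (86.1 to 90.4) against 232.8 CPM in adult. The allele lacks an exon, and reads at the 3' end of the gene do not check that deletion. Irf8 fell from 159.5 to 97.2 CPM in tFOLR2-MF-like cells, from 482.6 to 418.4 CPM in tCX3CR1-MF-like cells and from 193.3 to 17.3 CPM in DC/Fn1+-like cells. The tFOLR2-MF-like share rose from 26.9% to 65.4% of cells, 2.43-fold (2.30 to 2.57). This ratio depended on the clustering and turned to 0.609 when each library was clustered alone. tCX3CR1-MF-like cells stood at 1.29 of the adult share (0.987 to 1.70). Their share among both subsets was 8.26% (7.08 to 9.56%) in adult and 4.56% (4.06 to 5.11%) in IRF8_ko, a direction that turned, with 9.8% and 21.7%, when each library was clustered alone. DC/Fn1+-like cells stood at 1.21, which turned to 0.691 when each library was clustered alone. Monocyte-like cells fell to 0.241 of the adult share, pDC-like cells to 0.0447 (4 and 67 cells), B cell-like cells to 0.217, T/NK/ILC-like cells to 0.363 (led by cluster 3 in adult and by cluster 5 in IRF8_ko), neutrophil-like cells to 0.277 and mast cell-like cells to 0.125. Langerhans-like cells fell to 0.0892, in CD45+ cells prepared without dispase. With Langerhans-like cells left out of both libraries, the tFOLR2-MF-like ratio was 2.26.

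In IRF8_ko the MHC-II list had a median log2 ratio over adult of −1.36 (−1.37 to −1.35) in tFOLR2-MF-like and −2.37 (−2.40 to −2.35) in tCX3CR1-MF-like cells, below all random lists. The value in tFOLR2-MF-like cells moved most, to −0.88, when each library was clustered alone. The list fell in 5 other classes, with medians of −1.33 to −0.26, and stood at −0.11 (−0.18 to 0.01) in B cell-like cells, an interval that includes no change. The NF-kB list stood at −1.81 in tFOLR2-MF-like and −0.51 in tCX3CR1-MF-like cells, the stress of dissociation list at −1.71 and −0.77, and the cycling list at −0.97 and −0.18. The last value had an interval that included no change (−0.41 to 0.17), and it ran up to 0.06 over the alternatives. The interferon list stood at −0.53 in tFOLR2-MF-like cells, a direction that turned to 0.06 when each library was clustered alone. In tCX3CR1-MF-like cells it stood at 0.07, below the median of all genes of 0.24 (0.03 under median of ratios scaling). The vascular list stood at 0.11 in tFOLR2-MF-like cells, which turned to −0.11 at a clustering resolution of 0.8, and at 0.08 in tCX3CR1-MF-like cells.

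By rank in IRF8_ko, Rnasek (458.6-fold), Gm10134 (345.4-fold) and Atp6v0c (119.2-fold) were highest in tFOLR2-MF-like cells, and Rnasek (218.5-fold), Atp6v0c (165.7-fold) and Adamdec1 (216.1-fold, 38.5 to 8559, on 1 adult count) in tCX3CR1-MF-like cells. Rnasek, Gm10134, Atp6v0c and AC160336.1 also moved in T/NK/ILC-like cells, so the gene list of the file may account for them. The lowest in tFOLR2-MF-like cells were AC160336.1 (40.7-fold lower), Il1b (33.0-fold, from 375.8 to 11.4 CPM) and Lipf (32.5-fold). The log2 ratio of Il1b ran from −5.31 to −3.34 over the alternatives, and its adult level in these cells was 46.5 CPM in the clustering with LPS. Lipf turned to a log2 ratio of 0.25 when at least 1000 detected genes were required. It led the shallow cluster without a name in the first clustering, and its source was not tested. The lowest in tCX3CR1-MF-like cells were Klra2 (3 IRF8_ko counts, 120.3-fold lower, 40.7 to 587.5), AC160336.1 (49.8-fold) and Gatm (45.0-fold).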

Values the study reported

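The study reports 6773 adult cells in 20 clusters, with 65% of cells mononuclear phagocytes, and 602 genes that differ between tFOLR2-MF and tCX3CR1-MF at an absolute fold change above 1.5 and an adjusted p below 0.05. It reports 8165 cells from a pool of 6 mice given LPS 6 hr earlier. There it counts 211 changed genes in tFOLR2-MF (125 up, 86 down) and 127 in tCX3CR1-MF (84 up, 43 down), with 45 up and 17 down in common. It reports 13,898 cells from 7 mice at postnatal day 3, and 9047 cells from 5 Irf8-deficient mice, with 9 changed genes in each macrophage subset.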

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

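The tests of explanations in this part were chosen after the results they concern were seen, as was the rule that the genes of a list must lean in 1 direction beyond chance, while the values with IRF8_ko in place of adult and under median of ratios scaling were set to be computed before any result was seen.

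After LPS, Il1b stood out because the subsets moved in opposite directions: its log2 ratio over adult was 1.13 in tFOLR2-MF-like and −1.34 in tCX3CR1-MF-like cells. The difference between the subsets was not tested, since each had 1 library per group. The rise in tFOLR2-MF-like cells depended on the clustering and was absent, at −0.0076, when each library was clustered alone. A high Il1b level in the adult library alone fits. With IRF8_ko in place of adult, Il1b was higher after LPS in tCX3CR1-MF-like cells as well, with a log2 ratio of 0.71, and of 3.16 in tFOLR2-MF-like cells. The genotype of IRF8_ko could also lower Il1b there, and the subsets of IRF8_ko came from another clustering, so a change by treatment that differs between the subsets stays open, untested.

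Ctsb stood out for the same reason, at −0.87 in tFOLR2-MF-like and 0.082 in tCX3CR1-MF-like cells after LPS, and this difference was not tested either. A rise of Ctsb itself and a shift of all genes cannot be told apart, because Ctsb did not exceed the median of all genes under either scaling. Less that median, Ctsb stood at −0.029 (−0.08 to 0.02) in tCX3CR1-MF-like cells under scaling by the total. Under median of ratios scaling Ctsb stayed above 0, at 0.058 (0.0082 to 0.11), but the median of all genes was 0.088. The fall in tFOLR2-MF-like cells is far larger than either shift, and an effect of treatment stays open, untested.

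In newborn, the stress of dissociation list moved in opposite directions, −0.33 in tFOLR2-MF-like and 0.086 in tCX3CR1-MF-like cells, a difference that was not tested. A change of the list itself and a shift of all genes under scaling by the total cannot be told apart, because the list stood at −0.18 in tCX3CR1-MF-like cells under median of ratios scaling while its genes went both ways, 7 higher and 13 lower (sign test p 0.263). The handling of the tissue, which differed between newborn and adult, and age stay open, untested.

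The vascular list in newborn also moved in opposite directions, −0.27 in tFOLR2-MF-like and 0.76 in tCX3CR1-MF-like cells, and the difference was not tested. A change of the list itself and the same shift of all genes cannot be told apart here either. The list still stood at 0.49 in tCX3CR1-MF-like cells under median of ratios scaling, but 5 of its genes were higher and 4 lower. Age stays open, untested.

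Barcodes too shallow to be cells, used here only to estimate free RNA, held a signal of their own. Mast cell markers summed to 4149 CPM (4058 to 4242) among the empty barcodes of adult and to 731.0 CPM in its cells. RNA of broken mast cells fits, in that 5 of 9 mast cell markers were at least 2-fold higher among empty barcodes than in cells, where RNA leaking from all cells alike would give the level of the cells. The same held for 6 of 9 markers in LPS and 7 of 9 in IRF8_ko, with sums of 660.0 and 160.7 CPM in LPS and 405.3 and 96.7 CPM in IRF8_ko for empty barcodes and cells. Shallow intact mast cells among these barcodes were not tested, and no biological explanation was tested.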

How the results depend on the processing

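All alternatives here were planned, but the way doublets were removed was chosen after the automatic threshold failed in LPS. Where no cause is given below, the cause was not tested. Of the values that are not the main answer of a comparison, 481 of the LPS single-gene values stayed within their interval, 149 moved further and 8 reversed. For newborn genes 86 stayed and 16 moved, and for IRF8_ko genes 119 stayed, 20 moved and 1 reversed. Of the further shares, 86 stayed and 12 moved in LPS, 67 and 32 in newborn, and 61 and 13 in IRF8_ko, where 3 reversed. Of the further list medians, 65 stayed, 19 moved and 4 reversed in LPS, 87, 49 and 2 in newborn and 75, 22 and 3 in IRF8_ko. Of the further adult shares, 23 stayed and 32 moved. The widest ratios were those of pDC-like cells in newborn (0.00897 to 0.658) and LPS (0.0579 to 0.495) and of B cell-like cells in LPS (0.00586 to 0.214). All 20 alternative numbers of cells kept stayed within 1.5 times the main number. Of the calls of named genes between the subsets, 128 stayed and 18 were lost, and none reversed.

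The mononuclear phagocyte-like share of adult, 50%, was 53.8% with at least 1000 detected genes, 53.6% with at most 5% mitochondrial UMIs, 40.3% at a resolution of 0.8, 51.5% with all variable genes, 51.6% with each library clustered alone and 45.6% without Langerhans-like cells.

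With at least 1000 detected genes, the newborn mast cell-like ratio was 17.1, and Lipf in IRF8_ko tFOLR2-MF-like cells reversed to 0.25 on the log2 scale. This filter removes shallow cells, and mast cell-like cells of adult were shallow. With at most 5% mitochondrial UMIs, the newborn mast cell-like ratio was 11.5, the LPS interferon list in tCX3CR1-MF-like cells 2.68, and the MHC-II list −7.04 in newborn macrophage-like and −1.45 in IRF8_ko tFOLR2-MF-like cells. With doublets left out, the cycling list in newborn macrophage-like cells was 3.93, their cycling share 26.2% and their MHC-II list −7.42. In IRF8_ko the MHC-II list was then −1.32 in tFOLR2-MF-like and −2.55 in tCX3CR1-MF-like cells.

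At a resolution of 0.8 the tFOLR2-MF-like ratio was 1.15 in LPS and 3.62 in IRF8_ko. The NF-kB list in LPS tFOLR2-MF-like cells was 1.78, the newborn cycling list 3.57, MHC-II list −6.76 and cycling share 31.7%. In IRF8_ko tFOLR2-MF-like cells the MHC-II list was −1.18 and the vascular list reversed to −0.11. Cells without a class made up 39.0% of IRF8_ko and 25.1% of LPS there. With all variable genes the tCX3CR1-MF-like ratio in LPS was 1.96, the DC/Fn1+-like ratio in newborn 0.537 and the tFOLR2-MF-like ratio in IRF8_ko 2.97. The interferon list in LPS tCX3CR1-MF-like cells was 2.77, the newborn cycling list 3.54 and cycling share 30.7%, and the stress list in newborn tCX3CR1-MF-like cells reversed to −0.12. The MHC-II list in IRF8_ko was −1.42 in tFOLR2-MF-like and −2.43 in tCX3CR1-MF-like cells.

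With each library clustered alone the tFOLR2-MF-like ratio reversed to 0.968 in LPS and 0.609 in IRF8_ko. In IRF8_ko the ratios of DC/Fn1+-like (0.691), all macrophage-like (0.701) and mononuclear phagocyte-like cells (0.561) reversed as well. There 56.0% of IRF8_ko cells were left without a class, among them 80.4% of the tFOLR2-MF-like cells of the integrated clustering. Whether unnamed cells also lowered the shares of the other classes was not tested. The newborn DC/Fn1+-like ratio was 0.161. In LPS tFOLR2-MF-like cells the interferon list was 2.31, the NF-kB list 1.62 and Il1b reversed to −0.0076. The newborn cycling list was 4.71 and cycling share 38.3%. In IRF8_ko tFOLR2-MF-like cells the interferon list reversed to 0.0597, the vascular list reversed to −0.13 and the MHC-II list was −0.88, with −1.71 in tCX3CR1-MF-like cells. With all 4 libraries in 1 integration the tFOLR2-MF-like ratio was 1.26 in LPS and 2.78 in IRF8_ko, and the DC/Fn1+-like ratio in newborn 0.684. The interferon list in LPS was 2.33 in tFOLR2-MF-like and 2.69 in tCX3CR1-MF-like cells, and the NF-kB list in tFOLR2-MF-like cells 1.79. The newborn MHC-II list was −6.83 and cycling share 30.1%, and the IRF8_ko MHC-II list in tFOLR2-MF-like cells −1.60.

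Without Langerhans-like cells the IRF8_ko tFOLR2-MF-like ratio was 2.26, and 2.10 without neutrophil-like cells too. Both follow from the smaller denominator of adult. Without thinning, the newborn cycling share was 69.4%, as deeper cells show more genes. Median of ratios scaling gave 2.65 for the interferon and 2.49 for the NF-kB list in LPS tFOLR2-MF-like cells, −7.04 for the newborn MHC-II list, and −1.39 and −2.59 for the MHC-II list in IRF8_ko tFOLR2-MF-like and tCX3CR1-MF-like cells. The newborn stress list in tCX3CR1-MF-like cells reversed to −0.18.

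With IRF8_ko in place of adult, the lists in LPS tFOLR2-MF-like cells were 2.85 for interferon and 3.40 for NF-kB, and cycling (0.057), stress (0.55) and Klf4 (0.77) reversed. In tCX3CR1-MF-like cells the NF-kB list was 1.76, and the MHC-II list (1.45), stress list (0.18), AC160336.1 (0.32), Atp6v0c (−0.36), Ccr2 (1.04), Ctsb (−0.39), Il1b (0.71) and Rnasek (−1.19) reversed. This alternative also compares treatment with genotype, and unlike classes. The tFOLR2-MF-like class of the clustering with IRF8_ko had no separate cluster of other macrophage-like cells beside it and held 26.9% of adult cells, against 14.4% in the clustering with LPS.

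Between the subsets, 2118 genes were called with DESeq2, 258 without a library term and 628 at a resolution of 0.8. With 1 library left out, 178 to 1288 were called, with the 178 found without adult and 390 without IRF8_ko. For genes not used for clustering the counts were 1057 with DESeq2, 916 with no filter on low counts, 88 without a library term, 221 at a resolution of 0.8 and 27 to 618 with 1 library left out (27 without adult and 98 without IRF8_ko). The share of called genes higher in tFOLR2-MF-like cells was 43.0%, 51.9% with no filter and 32.6% without a library term. Adjusted p values above 0.05 without adult were those of Folr2 (0.0557), 4933424M12Rik (0.0604), Thrb (0.0669), C530008M17Rik (0.0848), Fcrl1 (0.0969) and Il1a (0.168). Without IRF8_ko these were Fcrl1 (0.0781) and Il1a (0.138), and without newborn Il1a (0.0819). Il1a was also lost in 6 further alternatives, C530008M17Rik in 2 and Thrb in 1.

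Free RNA could not be subtracted in newborn, where no empty barcodes were used here. Newborn had no tCX3CR1-MF-like class when each library was clustered alone, so 3 libraries entered that comparison of the subsets. Classes absent under an alternative gave no value. Among the named classes of adult, mast cell-like cells were the shallowest, at a median of 1910 UMIs. Their median was 1301 in LPS and 1298.5 in IRF8_ko, but 6494 in newborn, where neutrophil-like cells (2972) were shallower. No paired analysis of samples across groups was possible, and pairs here are the subsets of 1 library.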

Other observations

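Of the tests of explanations in this part, only the exchange of the subsets within libraries was written before its result was seen, and the others were chosen after, though some used values planned as results, such as the MHC-II list in newborn subsets and the count of genes without adult.

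Rnasek, Atp6v0c, Gm10134, Coro1b and AC160336.1 lay at the extremes of the LPS and IRF8_ko comparisons. A different gene annotation behind these 2 files fits: the median size of the log2 ratio of the 5 genes was 6.85 in T/NK/ILC-like cells of IRF8_ko and 5.99 in those of LPS, and 0.94 in newborn, whose file shares the adult gene list. In newborn T/NK/ILC-like cells all 5 moved the same way as in LPS, by this smaller amount, which the gene list does not explain. Nor does it explain the whole fall of Coro1b in tFOLR2-MF-like cells. LPS and IRF8_ko share a gene list, and there the log2 ratio of Coro1b for LPS over IRF8_ko was −2.23 (−2.99 to −1.56). The same ratio was smaller in tCX3CR1-MF-like (−0.87, −1.595 to −0.15) and DC/Fn1+-like cells (−0.52, −1.02 to −0.03). In T/NK/ILC-like (−1.19, −2.50 to 0.002) and neutrophil-like cells (−0.52, −7.73 to 1.23) its interval included no change. The classes of LPS and IRF8_ko also came from different clusterings. Effects of LPS and of genotype on Coro1b stay open, untested. A sequencing or library batch that coincides with the gene list stays open. Ypel3, among the lowest in LPS tFOLR2-MF-like cells, is not explained this way, as its log2 ratio was 0.34 in tFOLR2-MF-like cells of IRF8_ko. An effect of LPS on Ypel3 stays open, untested.

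The stress and NF-kB lists were lower in IRF8_ko macrophage-like cells. Stress of dissociation spread over the whole adult library, every class included, is argued against by the neutrophil-like cells. They alone had a higher stress list in IRF8_ko, with a median log2 ratio of 0.64. In the other classes compared the stress list was lower: DC/Fn1+-like (−1.23), B cell-like (−1.17), Langerhans-like (−0.52), T/NK/ILC-like (−0.34) and monocyte-like cells (−0.33). The NF-kB list was lower in DC/Fn1+-like (−1.51), B cell-like (−0.425) and T/NK/ILC-like cells (−0.33). It was higher in Langerhans-like (0.585) and neutrophil-like cells (0.43). In monocyte-like cells it stood at 0.015 (−0.29 to 0.22), an interval that includes no change. The T/NK/ILC-like cells of the libraries differ in make-up, with 725 of 2013 adult cells in cluster 3, which held 73 IRF8_ko cells, while 446 lay in cluster 5. Stress that struck most classes of the adult library therefore stays open for the stress list, as does the genotype, untested. The NF-kB list went both ways over the classes and does not decide between stress and genotype.

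The lower MHC-II list in IRF8_ko tFOLR2-MF-like cells does not come from another mix of the 2 clusters of the class alone, because it fell within each, with a median log2 ratio of −1.20 in the cluster with the smaller change and −2.55 in the other. Genotype stays open, untested. When each library was clustered alone, the tFOLR2-MF-like share of IRF8_ko lay below that of adult. Cells left unnamed by the naming rule fit as the cause: 80.4% of the IRF8_ko tFOLR2-MF-like cells were unnamed in that clustering, and 0% of the adult ones.

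B cell-like cells were few in LPS. Clusters kept out of the class by the naming rule are argued against by the whole library, where the B cell markers had a median log2 ratio of −5.77. A sort or preparation that lost these cells and an effect of LPS stay open, untested. Gamma-delta T cell markers fell in every whole library against adult, with median log2 ratios of −4.17 in LPS, −3.96 in newborn and −3.24 in IRF8_ko. The 3 share the adult library, and whether that library held unusually many of these cells was not tested. Treatment, age and genotype stay open, untested.

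Stromal-like cells were many in LPS. Non-leukocytes left in the sorted cells fit, as Ptprc, which encodes CD45, stood at 109.7 CPM in these cells and at 1269 CPM in T/NK/ILC-like and 622.6 CPM in macrophage-like cells of LPS. Whether LPS changed the tissue or the sort differed was not tested.

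Irf8 reads remained in the library labelled IRF8_ko. A mislabelled sample is argued against by Xcr1 and Clec9a, genes of the cDC1 cells that need Irf8: their sum over the whole library was 0.0362 of the adult level (24 and 455 counts), while it was 1.13 in LPS and 0.381 in newborn. The study attributes the remaining Irf8 transcripts to the allele, from which only a single exon is deleted. This was not tested here.

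The lower MHC-II list in newborn macrophage-like cells is not explained by the larger share of cycling cells. In tFOLR2-MF-like cells of newborn, a class without the cycling cluster, the list stood at −7.05. Age stays open, untested.

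The subsets were exchanged within libraries in every possible way, and the real grouping was 1 of 8 that called as many genes. The other 7 called 0 or 1 gene each. Since 1 of 8 is the smallest share this design allows, the grouping and chance cannot be told apart by it alone. Over all 4 libraries 1251 genes were called between the subsets, but 178 without adult. The first count is higher and the second lower than the study's, which came from adult cells alone in a test on single cells, so the samples are unlike.

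Lgals3 fell from 999.9 to 353.9 CPM in tCX3CR1-MF-like cells after LPS. The study lists it among the genes that rise there, and the difference was not tested.

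Over whole libraries, independent of clusters, neutrophil markers had median log2 ratios over adult of −2.60 in LPS, −2.57 in newborn and −2.46 in IRF8_ko. Those of pDC markers were −3.52, −2.90 and −3.52, of mast cell markers −2.61, 2.66 and −3.37, of Langerhans cell markers −0.98, −5.12 and −4.45, and of monocyte markers 0.08, −0.03 and −2.62. Fn1+ phagocyte markers stood at 1.44, −1.10 and 1.06. Xist was counted at 1006 CPM in adult, 803.3 in newborn, 1234 in LPS and 1174 in IRF8_ko, with 17, 2, 2 and 7 counts of genes on the Y chromosome.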
